# SHMT2 modulates the transcriptome and metabolism profiles to promote the tumor phenotypes of bladder cancer HT-1376 cells

**DOI:** 10.3389/fgene.2025.1694089

**Published:** 2025-11-20

**Authors:** Xiaobo Guo, Gang Li

**Keywords:** bladder cancer, SHMT2, transcriptome, metabolism, cellular phenotypes

## Abstract

**Introduction:**

Bladder cancer (BLCA) is a common malignant tumor of the urinary system. The development and progression of BLCA are controlled by multiple regulatory molecules, which have not been widely investigated.

**Methods:**

In this study, we explored the functions and downstream targets of serine hydroxy methyltransferase 2 (SHMT2) by silencing its expression using small interference RNA (siSHMT2) in HT-1376 cells. Whole transcriptome and metabolism profiles were deeply analyzed to identify the molecular targets of SHMT2.

**Results:**

We found that siSHMT2 significantly reduced the proliferation rate and altered the cell cycle stages of HT-1376 cells. Moreover, siSHMT2 can modulate the expression of hundreds of genes (DEGs), including 126 upregulated and 106 downregulated DEGs. We then found that the most significant DEGs were tightly associated with progression of cancers, including *PTMA*, *HNRNPR*, *RAPH1*, *TRAF3IP1*, *CNBP*, and *PRR15*. At the same time, the alternative splicing profile was also regulated by siSHMT2, including the skipped exon as the dominant AS types. Then we confirmed the changed expression levels of *PTMA*, *HNRNPR*, *RAPH1*, and *CNBP*, and AS level of *MDM2* by RT-qPCR. Finally, we identified the differential metabolites (DMs), and found the metabolism profile was significantly regulated by siSHMT2. Besides the purine metabolism, we observed that valine, leucine and isoleucine biosynthesis and degradation, TCA cycle, and propanoate metabolism were among the top pathways of DMs.

**Discussion:**

In summary, we highlight the important roles of SHMT2 in HT-1376 cells and identified its downstream molecular targets, which are associated with the development of BLCA and can be used as therapeutic targets of BLCA in future.

## Introduction

Bladder cancer (BLCA), one of the malignant tumors occurred in the urinary system, was diagnosed with 0.61 million new cases and 0.22 million deaths in the world in 2022 (Bray et al., 2024), indicating the emergency to develop efficient therapeutic methods to treat BLCA. The development of BLCA can be divided into two distinct pathways that have unique pathological features and different molecular characteristics (Sanli et al., 2017). Several factors, including genes and pathways, have been summarized to be associated with and as the key drivers of the development of BLCA (Knowles and Hurst, 2015). Among these factors, the disorder of metabolism is one of the key features of BLCA development and deeply influences the proliferation and metastasis of BLCA cells (Massari et al., 2016). One recent study demonstrated that glucose metabolism can be treated as a therapeutic target for BLCA by enhancing the efficacy of immunotherapy and eliminating malignant cells (Afonso et al., 2020). The metabolic reprogramming of tumor cells can result in the activation of inflammasome and dendritic cell maturation, thus optimizing bladder cancer management (Oresta et al., 2021). In this way, it is important to decipher the driving molecules that are essential for the metabolic process of BLCA.

In BLCA, we have observed that the serine hydroxymethyltransferase-2 (SHMT2) was dysregulated and associated with the poor prognosis of BLCA patients. SHMT2 is an enzyme that can convert serine into glycine and a tetrahydrofolate-bound one-carbon unit, promoting tumor growth by supporting thymidine synthesis and purine synthesis (Zeng et al., 2021; Yang et al., 2018). Moreover, SHMT2 affected the growth, migration, and apoptosis of BLCA cells *in vitro* (Su et al., 2024). For mechanism, it is reported that SHMT2 can inhibit the mitochondrial-mediated apoptosis via the intrinsic signaling pathway in BLCA cells, thus promoting the cell viability and progression of BLCA (Zhang et al., 2022). At the same time, SHMT2 can significantly affect the overall survival and disease-free survival time of BLCA patients, and change the proliferation and apoptosis levels of BLCA cells (Zhang and Yang, 2021). At the same time, the research of SHMT2 in bladder cancer is not very in-depth, and its downstream targets have not been well revealed.

In this study, to further decipher the cellular and molecular functions of SHMT2 in BLCA, we performed an integrated multi-omics experiments to explore how SHMT2 affects the cellular phenotypes and its downstream molecular targets. In brief, we knocked down SHMT2 expression by small interfering RNA (siRNA) in HT-1376 cells, and evaluated its influence on cell cycle, cell proliferation, and other phenotypes. More importantly, we performed whole transcriptome sequencing (RNA-seq) and metabolic profile to investigate the dysregulated RNA and metabolic molecules induced by SHMT2 in HT-1376 cells. In summary, our study provides a comprehensive profile for the targets of SHMT2 in BLCA cells, and the identified molecules can be treated as potential therapeutic targets for BLCA in future.

## Materials and methods

### Cell culture and small interfering RNA transfection

The HT-1376 cells were purchased from Suncell (SNLM-326, Suncell, Wuhan, China). The siRNA duplexes were purchased from Gemma (Suzhou, China). Non-targeting control siRNA (siNC) sequences were 5ʹ-UUC​UCC​GAA​CGU​GUC​ACG​UTT-3ʹ (sense). Four siRNAs targeting SHMT2 (siSHMT2) were designed and one siRNA was finally chosen with sequences 5ʹ-CGA​AUC​AAC​UUU​GCC​GUG​UTT-3ʹ (sense).

The HT-1376 cells were cultured at 37 °C with 5% CO_2_ in Leibovitz’s L-15 with 10% fetal bovine serum (FBS), 100 μg/mL streptomycin, 100 U/mL penicillin. The siRNA transfection into the cells was performed using Lipofectamine™ 2000 transfection reagent (52887, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. We collected the transfected cells after 24 h for following experiments.

### Cell proliferation and cell cycle experiments

CCK8 testing method and kit (HYCCK8-500T, HYCEZMBIO) were used to assess the proliferation level of HT-1376 cells. After siRNA transfection for 24h, the HT-1376 cells were added with 10 μL CCK8 solution and cultured for 4 h at 37 °C. Then the cells were measured with the optical density (OD) by Microplate Reader (ELX800, Biotek, Winooski, VT, USA) at an absorbance of 450 nm, and finally assessed the proliferation level. For cell cycle experiment, the cell suspension was added to 3.5 mL of pre-cooled 80% ethanol and fixed overnight at 4 °C, and then centrifuged at 2000 rpm for 5 min. We joined 500 μL PI/RNase staining buffer resuspend cells, passed through 200 mesh nylon sieve, and prepared a single-cell suspension. Then the cells were incubated at 4 °C in dark for 30 min. We detected red fluorescence and light scattering at an excitation wavelength of 488 nm using a flow cytometer (FACSVerse, BD, USA). Analysis software is used for cell DNA content analysis and light scattering analysis to evaluate cell cycle characteristics.

### RNA-seq library construction and analysis

For each sample, we took 1.5 μg of qualified total RNA for RNA-seq library preparation. Firstly, VAHTS mRNA capture beads 2.0 (N403, Vazyme, Nanjing, China) was used to capture and purify total RNA. Then, VAHTS Universal V8 RNA seq Library Prep Kit for Illumina (NR605, Vazyme) was used to prepare RNA-seq chain specific libraries through fragmentation, first strand synthesis, second strand synthesis, end repair, linker ligation, amplification, purification, and other steps. Finally, we used Qubit 4.0 (ThermoFisher, Waltham, Massachusetts, USA) for library concentration quantification and stored the libraries at −80 °C in a refrigerator. The RNA-seq libraries was sequenced using NovaSeq X plus (Illumina, San Diego, California, USA) and PE150 mode for high-throughput sequencing.

After obtaining the raw RNA-seq reads, the quality of raw reads was checked using FastQC software (version 0.11.9, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Raw paired-end reads were subjected to trimming and quality control using fastp (version 0.23.4) with default parameters (Chen et al., 2018). The quality filtered reads were then aligned separately to the reference genome via HISAT2 software (version 2.2.1) (Kim et al., 2019). Transcriptome changes were analyzed by DESeq2 package (version 1.42.1) and curated by manual and automated methods (Love et al., 2014). We finally selected differentially expressed genes (DEGs) with criteria fold change >1.5 and adjusted *p*-value <0.05. For alternative splicing (AS) analysis, we used rMATS software (Shen et al., 2014) to detect the changed AS pattern by siSHMT2 using default parameters. Finally, ratio difference >5% and false discovery rate (FDR) < 0.05 were set as the threshold of significant AS events. Gene function and pathway enrichment of GO and KEGG were performed using clusterProfiler package (version 4.10.1) (Wu et al., 2021).

### Reverse transcription and quantitative polymerase chain reaction (RT-qPCR)

After reverse transcription (described above), the qPCR step was performed on the ABI QuantStudio 5, followed by denaturing at 95 °C for 10 min, 40 cycles of denaturing at 95 °C for 15 s and annealing and extension at 60 °C for 1 min. Each sample had three technical replicates. The relative level of each transcript was then normalized to GAPDH (glyceraldehyde-3-phosphate dehydrogenase) and calculated using 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). Comparisons were performed with the two-way ANOVA or the paired Student’s t-test by using GraphPad Prism software (Version number8.0, San Diego, CA). The primer sequences for PCR were shown in Supplementary Table S1.

### Metabolism experiment and analysis

The HT-1376 cells were lysed for metabolite extraction by adding 1 mL of 80% methanol solution (containing a mixture of internal standards) to the cell culture dish. After vacuum freeze-drying, resuspend in 100 μL of 10% methanol/90% water solution, vortex for 30 s, sonicate for 1 min, centrifuge at 14000 *g*, 4 °C for 10 min, transfer the supernatant to a sample vial for mass spectrometry analysis. Metabolites were separated using a Waters ACQUITY BEH C18 Column (1.7 µm × 2.1 mm x100 mm) on a Vanquish Flex UPLC equipped with a refrigerated autosampler (10 °C) and column heater (40 °C). Quality control samples (PQC) are prepared by mixing sample extracts to analyze the reproducibility of samples under the same processing conditions.

Utilizing the Human Metabolome Database (HMDB) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database, all detected metabolites are annotated, functionally defined, and classified. Visualization is performed using the ggplot2 (version 3.4.4) package. Based on the log2 transformed raw data, differential metabolites are identified using both univariate and multivariate statistical analysis. Utilizing the KEGG pathway database, Fisher’s exact test is employed to perform KEGG pathway enrichment analysis on the identified differential metabolites. Based on all identified metabolites and the KEGG pathway database, Metabolite Set Enrichment Analysis (MSEA) is conducted using the R package corto (version 1.2.4), with the parameter np (Number of Permutations) set to 500.

### Statistical analysis

The comparison among different groups was analyzed by Student’s t-test for two groups and one-way ANOVA test for multiple groups.

## Results

In this study, we silenced the expression of SHMT2 by small interfering RNA (siRNA) to explore its functions and downstream targets in HT-1376 cells. By conducting the RT-qPCR experiment, we found the four siRNAs can significantly repress the RNA levels of SHMT2 (Figure 1A), indicating the successful knockdown of SHMT2. We then performed WB experiment to confirm the decreased protein level of SHMT2, and found a consistent lower expression level of SHMT2 (Figure 1B; Supplementary Figure S1A). The quantitative result of WB demonstrated a significant decrease of SHMT2 (Figure 1C). Finally, we chose the third siRNA (siSHMT2_3) for following experiments as it showed the lowest level of SHMT2 (Figure 1C). To further investigate the cellular functions of SHMT2 in HT-1376 cells, we performed CCK8 assay to evaluate the proliferation rate, and found that siSHMT2 significantly decreased the proliferation rate of HT-1376 cells (Figure 1D). Meanwhile, cell cycle assay by flow cytometry was conducted to confirm the influence of SHMT2 on cell proliferation. The results demonstrated that siSHMT2 significantly changed the ratio of cells in G0/G1, G2/M, and S stages (Figure 1E). Meanwhile, we found that SHMT2 showed higher expression level in bladder urothelial carcinoma (BLCA) tumor samples compared with adjacent normal samples (Figure 1F). Then we checked the expression level of SHMT2 in different cancer stages of BLCA patients, and found that SHMT2 showed significant increase in all stages (Figure 1G). Prognosis analysis for BLCA patients demonstrated that higher expression level of SHMT2 was associated with worse survival time (Figure 1H). In summary, the above results all together showed that siSHMT2 has profound influence on the fate of HT-1376 cells and BLCA patients, implying its important functions in BLCA.

**FIGURE 1:**
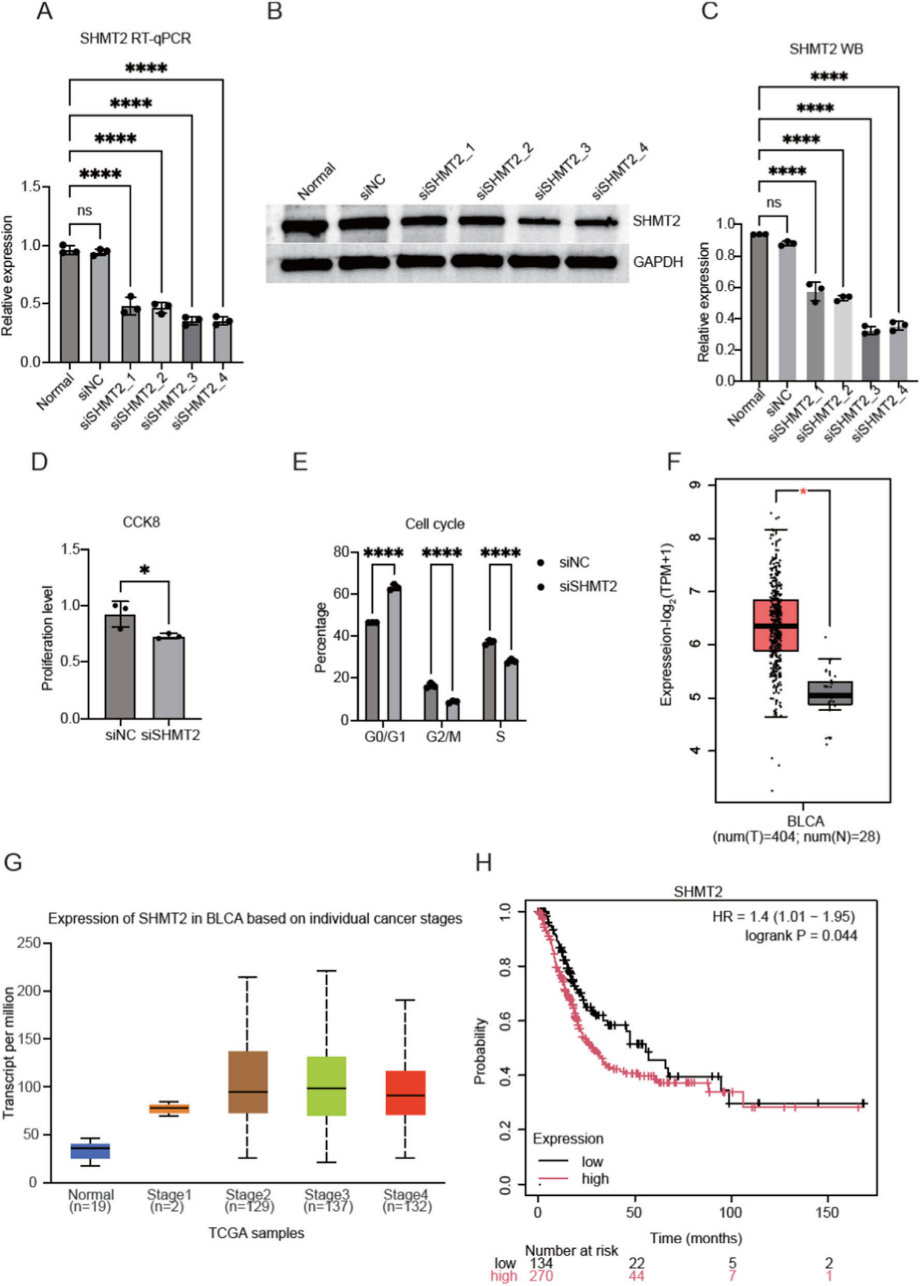
SHMT2 knockdown significantly altered the phenotypes of HT-1376 cells. **(A)** Bar plot showing the RT-qPCR results for SHMT2 in normal, siNC, and four siSHMT2 groups. Ns, non-significant; **** *p*-value <0.0001; N = 3. **(B)** Gel presentation showing the Western blot results for normal, siNC, and four siSHMT2 groups. **(C)** Bar plot showing the quantitative results of Western blot results for the six groups. Ns, non-significant; **** *p*-value <0.0001; N = 3. **(D)** Bar plot showing the decreased proliferation level of siSHMT2-treated HT-1376 cells by CCK8 assay. * *p*-value <0.05; N = 3. **(E)** Bar plot showing the altered percentage of cells in different cell cycle stages by siSHMT2-treatment. **** *p*-value <0.0001; N = 3. **(F)** Box plot showing the differential expression of SHMT2 in BLCA patients. * indicated differential expression. **(G)** The same as **(F)** but for the expression levels of SHMT2 in different BLCA stages. **(H)** Line plot showing the overall survival probability for BLCA patients divided by the expression level of SHMT2.

### SHMT2 slightly modulated the expression profile of HT-1376 cells

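HT-1376 is an established human bladder carcinoma cell line. The cells were transfected with an siRNA against SHMT2 (siSHMT2) or with a non-targeting siRNA (siNC) and collected after 24 h, and 3 libraries of each group were made from captured mRNA with a strand-specific kit and sequenced as paired ends. The authors trimmed the reads with fastp and aligned them to GRCh38 with HISAT2. The program that counted the reads on genes, its strand setting and the annotation release are not named in the paper's text. The deposited data give for each library the number of reads on each of 63241 Ensembl genes, without normalization, and the FPKM values made from those counts. The FPKM values equal the count divided by the gene length and by the sum of all counts of the library. For 91 genes without a listed length the FPKM is 0 in every library, although 29 of these genes have counts, which make up 11.8% to 13.1% of the counts of a library.

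The counts of a library summed to 817748, 660559 and 890574 in the siNC replicates 1 to 3 and to 533689, 818859 and 815061 in the siSHMT2 replicates 1 to 3. The paper's Table S2 lists between 22677439 and 35931050 reads per library, of which between 20265267 and 32636612 were uniquely mapped. The paper's text gives about 60000000 sequenced reads per sample. The reads of Table S2 average 31435270 per library, or 62870539 if each entry is a read pair, and the table does not say which. The counts came to between 2.50% and 2.73% of the uniquely mapped entries, or 1.25% to 1.36% if the entries are pairs and the reads were counted singly, and every expression value given here rests on these counts. Pairs of a lncRNA gene and a protein-coding gene were taken where their exons overlap on opposite strands by at least 100 bases. Each gene of a pair had at least 20 counts in total. In these 976 pairs, the lncRNA gene held more counts than the protein-coding gene in 588 pairs (60.2%). Pairs with a gene under 20 counts were left out, so the share does not cover all overlapping pairs.

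Genes were tested where edgeR's filterByExpr function kept them, which left 7207 of the 20836 genes with any count. The median count of the tested genes was 25 per library. Counts were normalized by the TMM method and compared between siSHMT2 and siNC with edgeR's quasi-likelihood test, without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method. The biological coefficient of variation was 0.127.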

To further identify how SHMT2 affect the development and progression of BLCA, we performed RNA-seq experiment based on the siSHMT2 and siNC cells with biological replicates. We obtained about 60 million sequenced reads per sample, and then aligned the quality-filtered reads onto the human genome (GRCh38 version) using the HISAT2 software (Kim et al., 2019), and obtained high quality aligning result (Supplementary Table S2). We found most of the aligned reads came from the transcribed regions, including coding sequence (CDS) and three prime untranslated-region (3′UTR) as the two dominant regions (Figure 2A). FPKM value of SHMT2 also showed significant decrease in siSHMT2 samples (Figure 2B), indicating the successful knockdown of SHMT2. 

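SHMT2 (ENSG00000182199) lies on the plus strand of chromosome 12 of GRCh38 from 57229573 to 57234935 and encodes the mitochondrial serine hydroxymethyltransferase. Its counts were 28, 15 and 20 in the siNC replicates 1 to 3 and 9, 2 and 5 in the siSHMT2 replicates 1 to 3. The FPKM value was 7.75 ± 1.97 (SD, n = 3) in siNC and 2.48 ± 2.19 (SD, n = 3) in siSHMT2, a fall of 68.0%. Each siSHMT2 replicate had a lower FPKM value than each siNC replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The log2 fold change was -1.78 (standard error 0.48), and the adjusted p was 0.93 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 7207 genes). By unadjusted p SHMT2 was at rank 4 of the tested genes. Leaving out siSHMT2 replicate 1, which had the highest SHMT2 count of its group, moved the log2 fold change most, to -2.58, and leaving out siSHMT2 replicate 2 gave -1.31. Exons of genes on the opposite strand cover 8.4% of the exonic bases of SHMT2, and those genes had 1 and 3 counts in total. GAPDH (ENSG00000111640), the reference of the RT-qPCR experiments, had an FPKM value of 593 ± 47.3 (SD, n = 3) in siNC and 555 ± 34.3 (SD, n = 3) in siSHMT2, and its log2 fold change was -0.09 (standard error 0.10). A lncRNA gene on the opposite strand covers 17.6% of the exonic bases of GAPDH and had 7896 counts in total, against 4491 for GAPDH.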

The PCA result demonstrated that the siSHMT2 and siNC groups could not be clearly separated based on the top two principles (Figure 2C), indicating that siSHMT2 did not globally change the expression profile of HT-1376 cells. 

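The principal components were computed on log2 CPM (counts scaled to the library total after TMM normalization) of the 7207 tested genes, centred and not scaled. The first component held 27.6% of the variance and the second 22.0%. On the first component siSHMT2 replicate 1 had a score of 33.7, and the other 5 libraries lay between -12.5 and -1.02. On the second component siNC replicate 2 had a score of -28.3, and the others lay between -1.13 and 15.3. The division into siSHMT2 and siNC accounted for 19.4% of the total variance, and 7 of the 10 ways to split the 6 libraries into 3 and 3 accounted for at least as much (exact permutation test, p = 0.7). The other splits gave 18.5% to 21.9%. Pearson's r between libraries, taken across genes, which are not independent replicates, had a median of 0.944 (0.926 to 0.952) for the 6 pairs within a group and of 0.945 (0.927 to 0.951) for the 9 pairs between the groups. Among the alternatives with all 6 libraries, the 500 genes with the largest variance raised the share of the first component most, to 34.3%, with 19.4% of the variance between the groups. The axes of the paper's Figure 2C read 23% and 20%. FPKM values with each gene scaled gave 23.1% and 20.4%, with 19.7% of the variance between the groups.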

To further verify that the expression pattern was slightly modulated by siSHMT2, we performed differentially expressed genes (DEGs) analysis. 

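Of the 7207 genes tested, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.93 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was reached by 277 genes, or 3.84% of those tested. Of these, 193 genes had a fold change over 1.5, with 98 upregulated and 95 downregulated in siSHMT2, and 58 had a fold change over 2, with 31 upregulated and 27 downregulated. In 20 simulations of libraries with the same depth and dispersion and no changed gene, in which a median of 6943.5 genes were tested, 4.24% to 5.22% of the genes tested had an unadjusted p under 0.05, and between 188 and 233 genes passed the unadjusted p and the fold change of 1.5. The number with an unadjusted p under 0.05 and a fold change over 1.5 was 80 (38 upregulated and 42 downregulated) with DESeq2 on the same genes, the smallest of the alternatives tried, 114 among genes with at least 10 counts in every library, 607 without the filter on low counts and 693 with limma on unfiltered FPKM values, the largest, each with 0 genes at an adjusted p under 0.05. Across all alternatives, the fit without siSHMT2 replicate 3 was the only one with a gene at an adjusted p under 0.05, which was CNBP.

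The paper's Table S3 lists 232 genes with an absolute log2 fold change of at least 1.00 and an adjusted p of 0.9999 for every gene. Recomputed from the deposited counts, the mean normalized count of these genes had a median of 3.15 and was under 10 for 203 of them, and 64 had 0 counts in every library of a group. The filter on low counts kept 41 of the 232. All 41 changed in the listed direction and passed an unadjusted p of 0.05 with a fold change over 1.5, and 40 also had a fold change over 2.

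**Figure D1:**
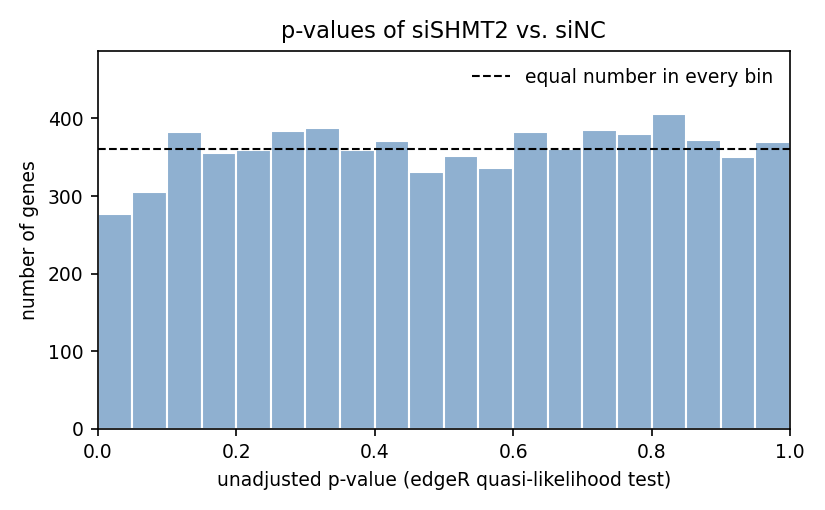
Number of tested genes in each of 20 equal bins of the unadjusted p-value (x axis) from edgeR's quasi-likelihood test of siSHMT2 vs. siNC, with the number per bin on the y axis. The dashed line marks an equal number in every bin, 360 genes; the lowest bin holds 277 genes and the bins range from 277 to 406.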

With fold change >1.5 and *p*-value <0.05 as criteria, we identified 232 DEGs, including 126 upregulated DEGs and 106 downregulated DEGs (Figure 2D; Supplementary Table S3), supporting the conclusion that siSHMT2 only modulated the expression level of a small set of genes. 

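For each gene the 3 siSHMT2 replicates were compared with the 3 siNC replicates in log2 CPM, and the groups were called apart when every value of a group lay above every value of the other. Random values put 10% of genes apart with 3 replicates against 3. Among all 7207 tested genes, 663 (9.20%) had the groups apart. Among the 193 genes with an unadjusted p under 0.05 and a fold change over 1.5, 138 (71.5%) had the groups apart, and all 41 tested genes of Table S3 did. Without the filter on low counts, which moved these numbers most among the alternatives with all 6 libraries, the groups were apart in 222 (95.7%) of the 232 genes of Table S3 and in 1459 (7.00%) of all genes with a count. In that setting 607 genes had an unadjusted p under 0.05 and a fold change over 1.5, and 350 of them (57.7%) had the groups apart. Both smaller lists hold genes chosen on the same 6 libraries for a difference between the groups.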

By analyzing the expression pattern of DEGs, we found that they showed obvious difference between siSHMT2 and siNC samples, and were consistent among the three replicates for each group (Figure 2E). Then we analyzed the functions of DEGs by mapping them to the GO and KEGG databases. For up DEGs, they were mapped to regulation of cell morphogenesis, endosome organization, regulation of ventricular cardiac muscle cell membrane repolarization, and cytoplasmic microtubule organization GO pathways (Figure 2F). For down DEGs, we found that they were significantly enriched in regulation of GTPase activity, protein tetramerization, cell migration involved in sprouting angiogenesis, and axon guidance GO pathways (Figure 2G; Supplementary Figure S1B). 

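In siSHMT2 vs. siNC, RAPH1 (ENSG00000173166, chromosome 2 of GRCh38 from 203394345 to 203535335, minus strand) had the smallest p of all tested genes, 1.8e-04, with a log2 fold change of 1.28 (standard error 0.31) and an FPKM value of 2.01 ± 0.466 (SD, n = 3) in siNC and 5.05 ± 1.37 (SD, n = 3) in siSHMT2. Exons of genes on the opposite strand cover 76.3% of its exonic bases, all from ABI2, which had 7185 counts in total against 149 for RAPH1. ABI2 itself had a log2 fold change of -0.20 (standard error 0.10). If reads were counted on the strand opposite to their gene, which the deposited counts leave open, the value listed for RAPH1 may not describe RAPH1. TRAF3IP1 (ENSG00000204104) was upregulated with a log2 fold change of 0.76 (standard error 0.20), and PRR15 (ENSG00000176532) with a log2 fold change of 1.54 (standard error 0.43) and an FPKM value that rose from 5.82 ± 2.11 (SD, n = 3) to 16.8 ± 5.58 (SD, n = 3). CNBP (ENSG00000169714) was downregulated with a log2 fold change of -0.62 (standard error 0.17). PTMA (ENSG00000187514), with an FPKM value of 1199.9 ± 26.0 (SD, n = 3) in siNC and 940.3 ± 83.8 (SD, n = 3) in siSHMT2, had a log2 fold change of -0.35 (standard error 0.098), or 1.28-fold lower. HNRNPR (ENSG00000125944) had a log2 fold change of -0.38 (standard error 0.11), or 1.30-fold lower. The opposite strand covers 4.2% of the exonic bases of PTMA and none of those of TRAF3IP1, PRR15, CNBP and HNRNPR.

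For each of these 6 genes the siSHMT2 and siNC replicates did not overlap in FPKM (two-sided exact permutation test, p = 0.1, the smallest possible), and the adjusted p was 0.93 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 7207 genes). Each gene kept its direction under every alternative in which it was tested. All alternatives rest on the same deposited counts, so they do not address the strand on which reads were counted. CNBP was the gene that moved past the threshold, with an adjusted p of 0.046 and a log2 fold change of -0.89 without siSHMT2 replicate 3, while its adjusted p ranged from 0.43 to 1.00 over the 11 alternatives with all 6 libraries. Of these 6 genes, RAPH1 and PRR15 are listed in Table S3. From the groups that were not separated by the principal components and the number of DEGs, the paper reasons that siSHMT2 modulated the expression of a small set of genes.

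**Figure D2:**
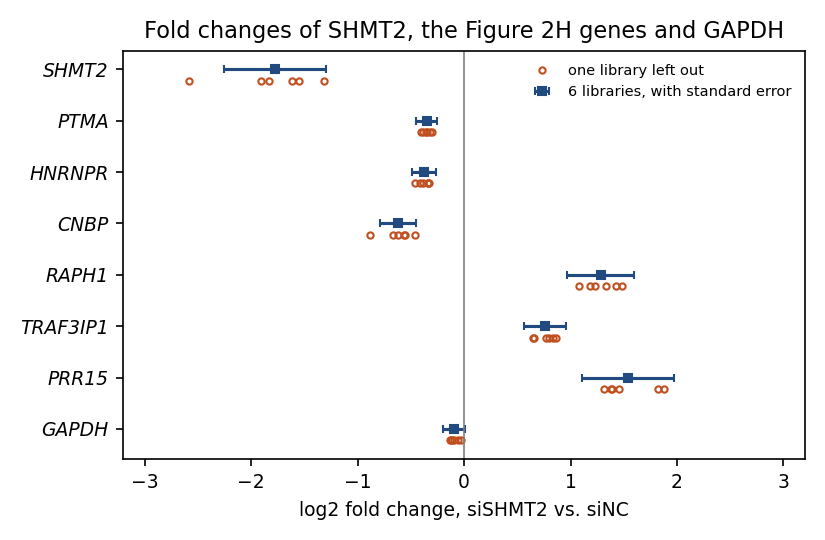
Log2 fold change of siSHMT2 vs. siNC (x axis) for SHMT2, the genes of Figure 2H and GAPDH (y axis). Squares with bars are the estimates from 6 libraries with their standard errors, and open circles are the 6 estimates that each left out 1 library; no circle of SHMT2 or of a Figure 2H gene crosses 0.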

Finally, we presented several top regulated DEGs, including *PTMA*, *HNRNPR*, *RAPH1*, *TRAF3IP1*, *CNBP*, and *PRR15* (Figure 2H). To confirm the changed expression pattern of DEGs, we performed RT-qPCR experiment for several selected DEGs. We found that the expression levels of *PTMA*, *HNRNPR*, *RAPH1*, and *CNBP* showed consistent and significant changes with the RNA-seq results (Figure 2I). In summary, the DEG results suggest that SHMT2 could affect expression of a small set of genes that were associated with cancer development, indicating a potential novel regulatory mechanism for SHMT2 in HT-1376 cells.

**FIGURE 2:**
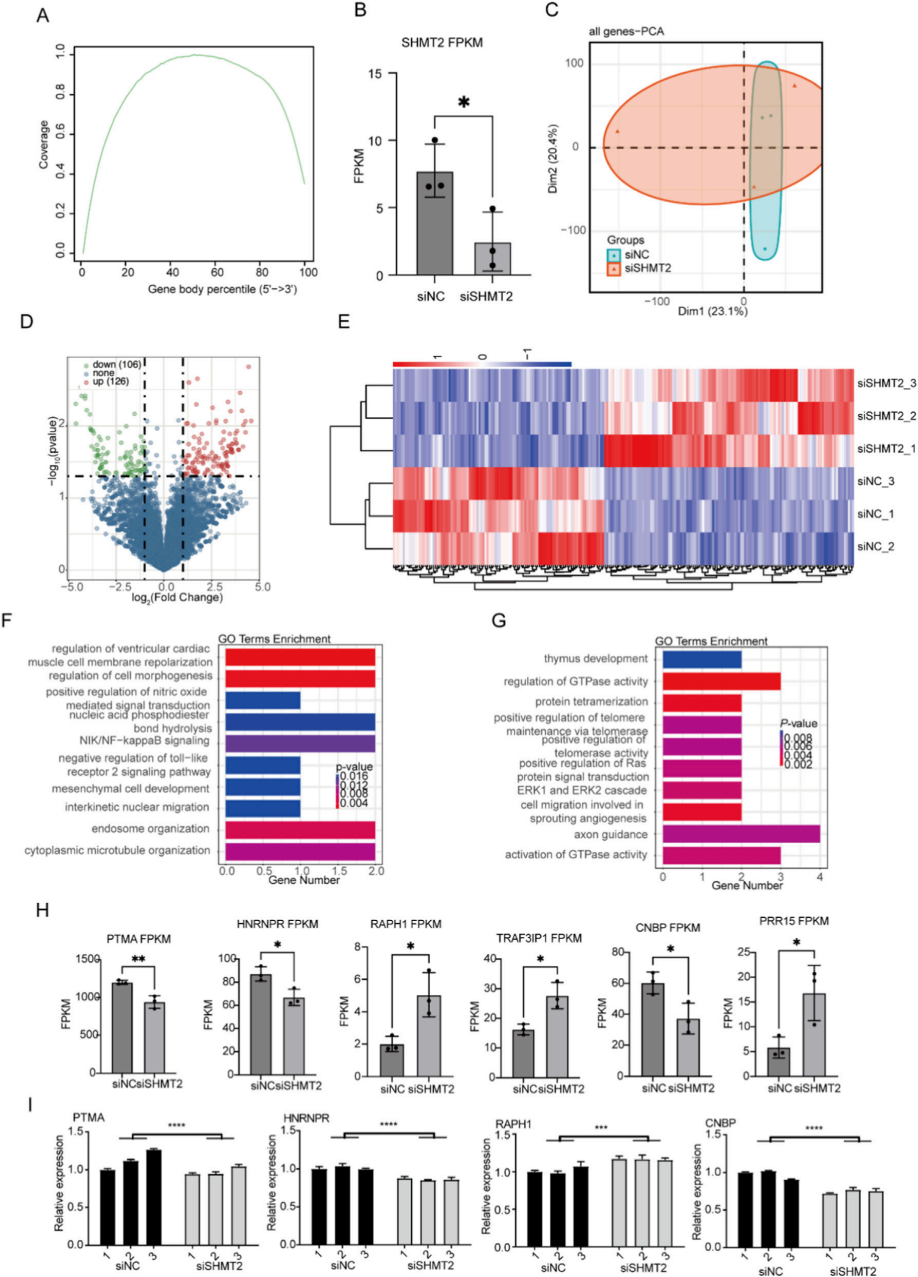
SHMT2 slightly modulated the expression profile of HT-1376 cells **(A)** Line plot presenting the reads distribution on the mRNAs after normalized length. **(B)** Bar plot showing the significantly downregulation of SHMT2 in siSHMT2 samples by RNA-seq. * *p*-value <0.05; N = 3. **(C)** PCA results showing the sample distribution according to the top two principal component. **(D)** Volcano plot showing the log_2_FC and log_10_ *P*-value for all detected genes and DEGs (red and green points for up and down DEGs, respectively). **(E)** Heatmap showing the expression pattern of all detected DEGs. **(F)** Bar plot showing the top enriched GO BP pathways for down DEGs. **(G)** The same as **(F)** but for the up DEGs. **(H)** Bar plot showing the expression pattern of six top DEGs. ** *p*-value <0.01; * *p*-value <0.05; N = 3. **(I)** Bar plot showing the expression levels of for DEGs by RT-qPCR. **** *p*-value <0.0001; *** *p*-value <0.001; N = 3.

### SHMT2 knockdown modulated the alternative splicing profile of HT-1376 cells

It has not been reported that SHMT2, as a pyridoxal phosphate-dependent enzyme, can modulate alternative splicing (AS) profile. Meanwhile, AS dysregulation was reported to be associated with carcinogenesis and prognosis of BLCA (Li et al., 2024). Based on the above background, we explored the AS profile regulated by siSHMT2 in HT-1376 cells. We utilized rMATS software (Shen et al., 2014) to identify AS events (ASEs), as well as the SHMT2-regulated AS events (RASEs) between the two groups. Among the detected ASEs, skipped exon (SE) and retained intron (RI) were two dominant ASE types, followed by the alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), and mutual exclusive exon (MXE) (Figure 3A; Supplementary Table S4). 

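The splicing events were called by the authors with rMATS on the same 6 libraries, and the inclusion levels and junction reads used here are those the paper lists in Table S4. The paper's list holds 812 SE, 188 RI, 157 A3SS, 90 A5SS and 77 MXE events in 1014 genes. By the inclusion levels listed for the single replicates, 714 events have a higher mean inclusion in siSHMT2 and 610 a higher mean inclusion in siNC. For the 1182 events whose junction reads could be read for every library, the median number of junction reads per event and library was 17.5. In 847 of these 1182 events (71.7%), the junction reads of the single event exceeded the deposited count of its whole gene. Of the 1014 genes, 468 passed the filter on low counts, and 9 of them (1.92%) had an unadjusted p under 0.05 and a fold change over 1.5 in the test of the gene counts, against 2.68% of all tested genes. None of the 468 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).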

Then we predicted the RASEs that were significantly regulated between siSHMT2 vs. siNC samples with FDR <0.05 and AS level difference >0.05 as criteria, and identified 1,324 RASEs, including 610 included and 714 excluded RASEs (Figure 3B), indicating that siSHMT2 greatly regulated AS profile of HT-1376 cells. 

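In 682 of the 1324 listed RASEs (51.5%), the 3 inclusion levels of siSHMT2 all lay above or all lay below the 3 levels of siNC, 366 with higher and 316 with lower inclusion in siSHMT2. Random levels would put 10% of events apart, and the events were chosen on the same libraries for a difference between the groups. Among the 576 RASEs with at least 10 junction reads in every library the levels were apart in 332 (57.6%), and among the 373 with at least 20 junction reads in 220 (59.0%).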

Then we plotted the pattern of RASE ratios and found these RASEs were consistently dysregulated by siSHMT2 in HT-1376 cells (Figure 3C). To further associate the dysregulated AS pattern with SHMT2 functions, we performed functional enrichment analysis for RASGs. GO enrichment analysis demonstrated they were significantly enriched in regulation of DNA−templated transcription, mitotic cell cycle, DNA damage response, DNA repair, cell division, and other pathways (Figure 3D). KEGG analysis reviewed that RASGs were mapped to endocytosis, fanconi anemia pathway, herpes simplex virus one infection, NOD−like receptor signaling pathway, and Ubiquitin mediated proteolysis pathways (Figure 3E). We found that DNA damage and repair pathways were among the top enriched pathways for both GO and KEGG results (Figures 3D,E). We finally presented the dysregulated AS pattern of two RASEs, which were located within MDM2 gene and validated by RT-qPCR experiment (Figure 3F; Supplementary Figure S2). These results indicate that AS dysregulation can probably act as the functional manner for SHMT2 to regulate the development or progression of BLCA.

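MDM2 (ENSG00000135679) lies on the plus strand of chromosome 12 of GRCh38 from 68808177 to 68845544 and encodes an E3 ubiquitin ligase of p53. The paper's Table S4 holds 1 event in MDM2, the SE event of an exon of 68 bases from 68824363 to 68824430, with a listed FDR of 1.3e-07. The paper's inclusion levels of this exon are 0.811, 0.868 and 0.897 in the siNC replicates 1 to 3, with a mean of 0.859 ± 0.044 (SD, n = 3), and 1 in each siSHMT2 replicate. They rest on 16, 7 and 8 listed junction reads that skip the exon in siNC and 0 in each siSHMT2 replicate, beside 100, 67 and 101 reads that include it in siNC and 74, 106 and 114 in siSHMT2. The values 74, 106 and 114 were recovered from a list held as a single number, by splitting its digits. The deposited counts of the whole MDM2 gene were 51, 49 and 80 in siNC and 20, 44 and 68 in siSHMT2, below the reads that include this exon in each library. At the gene level MDM2 had an FPKM value of 10.1 ± 1.84 (SD, n = 3) in siNC and 7.77 ± 3.11 (SD, n = 3) in siSHMT2 (two-sided exact permutation test, p = 0.4), and a log2 fold change of -0.34 (standard error 0.24), with an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Exons on the opposite strand cover 11.1% of the exonic bases of MDM2, and 785 of these bases belong to a lncRNA gene with 2477 counts in total against 312 for MDM2. From the number of RASEs between siSHMT2 and siNC, the paper concludes that siSHMT2 greatly regulated the AS profile of HT-1376 cells.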

**FIGURE 3:**
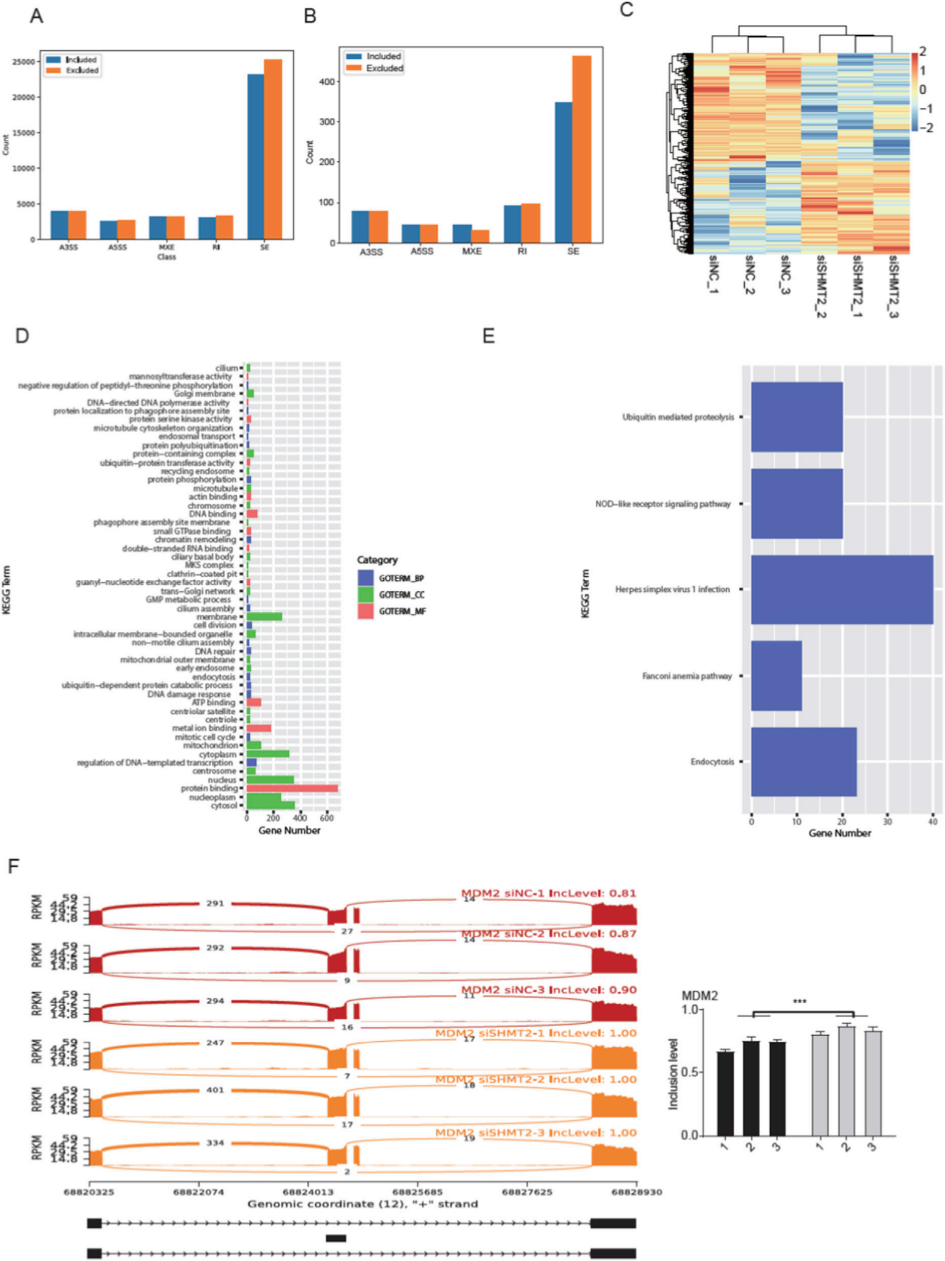
SHMT2 knockdown modulated the alternative splicing profile of HT-1376 cells. **(A)** Bar plot showing the number of all detected ASEs in the six RNA-seq samples. **(B)** Bar plot showing the number of all detected RASEs by siSHMT2 in the six RNA-seq samples. **(C)** Heatmap showing the distribution pattern of ratios for all the RASEs. **(D)** Bar plot showing the top enriched GO pathways for RASGs. **(E)** Bar plot showing the top enriched KEGG pathways for RASGs. **(F)** Reads density and splicing pattern plot for the SE event from MDM2 gene (left panel). Right panel showed the RT-qPCR validation for the SE event.

### SHMT2 knockdown globally altered the metabolism profile of HT-1376 cells

As an enzyme, SHMT2 has the ability to modulate cellular metabolism to influence signal pathways (Choi et al., 2022). Thus, we collected the siSHMT2 and siNC HT-1376 cells to explore the dysregulated metabolism profile. We used pooled samples as pool quality control (PQC). Finally, we identified 529 metabolites from the six samples. By searching these metabolites in the databases, we performed a simple classification of the detected metabolites to understand the potential functions of metabolites in these samples. We found the metabolism category had the most abundant metabolites by KEGG pathway (Figure 4A). Then we performed PCA for all the detected metabolites and found obvious separation between siSHMT2 and siNC samples (Figure 4B). Pearson’s correlation analysis also demonstrated the clear separation for these three groups (Figure 4C), suggesting that siSHMT2 globally regulated metabolism profile of HT-1376 cells. Next, we performed differential metabolites (DMs) analysis between these two groups, and identified 74 upregulated and 88 downregulated metabolites (Figure 4D), and classified these DMs into six KEGG pathway categories, with amino acid metabolism having the highest number (Supplementary Figure S3). We further explored the enriched KEGG pathways for the DMs and found that valine, leucine and isoleucine biosynthesis and degradation, Primary bile acid biosynthesis, Citrate cycle (TCA cycle), and other pathways were significantly enriched (Figure 4E). Metabolite set enrichment analysis (MSEA) also demonstrated the enrichment of several metabolite sets, including the purine metabolism, Pantothenate and CoA biosynthesis, and D−Amino acid metabolism (Figure 4F). In summary, these results confirmed that SHMT2 can modulate the progression of BLCA probably by modulating the metabolism profile.

**FIGURE 4:**
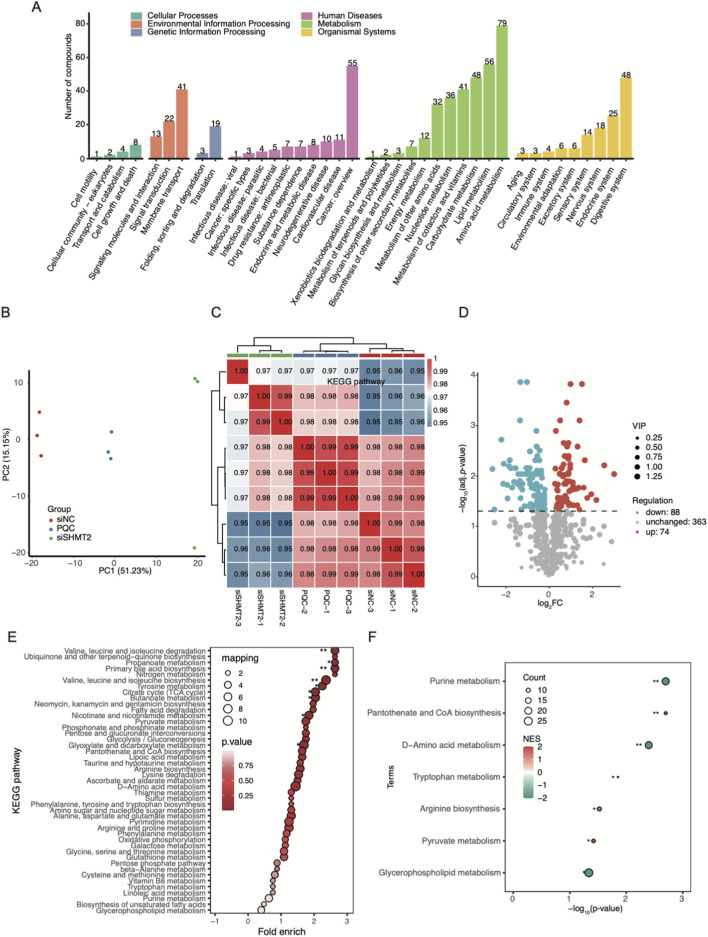
The dysregulated metabolism profile of HT-1376 cells by siSHMT2. **(A)** Bar plot showing the identified KEGG pathways and number of metabolites in each pathway. **(B)** Dot plot showing the clear separation for the siSHMT2, siNC, and PQC samples by PCA results. **(C)** Hierarchical clustering heatmap showing the sample correlation result by Pearson’s correlation coefficient of these three groups. **(D)** Volcano plot showing the upregulated and downregulated DMs between siSHMT2 vs. siNC samples. **(E)** Bubble plot demonstrated the top identified KEGG pathways ranked by fold enrichment. * *p*-value <0.05; ** *p*-value <0.01. **(F)** Bubble plot demonstrated the top enriched KEGG pathways by MSEA method. * *p*-value <0.05; ** *p*-value <0.01.

## Discussion

The most common tissue type of bladder cancer is the bladder urothelial carcinoma, accounting for about 90%. According to the invasive characteristics, it can be divided into bladder cancer with muscle invasion (75%) and bladder cancer with non-muscle invasion (25%) (Lenis et al., 2020). It is essential to decipher the underlying mechanisms how bladder cancer develops and progresses. In this study, we indicated to decipher the cellular and molecular functions of SHMT2 in BLCA cells and found it can significantly modulate the cell fate, as well as the transcriptome and metabolism profiles. Briefly, we found that SHMT2 knockdown significantly repressed the proliferation rate and altered the cell cycle stages of HT-1376 cells, illustrating the important functions of SHMT2. More importantly, the transcriptome and metabolism profiles identified the downstream targets of SHMT2, helping us deeply understand the regulatory mechanisms of SHMT2. In summary, our study demonstrated how SHMT2 functions in bladder cancer cells and suggested its potential molecular targets, which can be served as valuable therapeutic targets for bladder cancer in future.

Existing research reports have demonstrated through molecular and cellular experiments that SHMT2 is involved in regulating signaling pathways such as cell cycle, redox, apoptosis, and ECM, which affect the proliferation and apoptosis of cancer cells (Zeng et al., 2021; Lee et al., 2014). According to the analysis from multiple databases such as TCGA, SHMT2 is highly expressed in various cancers and is significantly associated with poor prognosis in BLCA. There are studies reporting that succinylation of SHMT2 at the K280 site inhibits the growth of colorectal cancer cells (Yang et al., 2018). In terms of metabolism, SHMT2 affects nucleotide synthesis, which in turn affects cell proliferation. Meanwhile, SHMT2 affects the growth, migration and apoptosis of bladder cancer cells *in vitro*. Simultaneously affecting the expression levels of E-cadherin and N-cadherin, as well as the EMT process, SHMT2 deficiency induces cell apoptosis, ultimately affecting the progression of BLCA. It has been reported that SHMT2 can promote inflammatory cytokine signaling by interacting with the deubiquitylating BRCC36 isopeptidase complex (BRISC), which may be associated with the metabolism function of SHMT2 (Walden et al., 2019). However, its interaction with downstream targets and the molecular mechanisms underlying the regulation of related signaling pathways have not been thoroughly studied in BLCA.

Very few studies have investigated the transcriptome influence of SHMT2. In this study, we first identified the DEGs regulated by siSHMT2. Based on the PCA result, the magnitude of the global transcriptome change by siSHMT2 is not profound, suggesting that SHMT2 did not substantially change the transcriptome profile. Meanwhile, we also detected several important DEGs, including *PTMA*, *HNRNPR*, *RAPH1*, *TRAF3IP1*, *CNBP*, and *PRR15*. PTMA was among the most significant DEGs. Previous study demonstrated that PTMA was significantly upregulated in bladder tumors, and its expression showed a positive correlation with the high grade of bladder cancer (Tsai et al., 2009). HNRNPR, a member of the spliceosome C complex, has been reported to have oncogenic role in human tumors (Yang et al., 2023), and mediate the metastasis of gastric cancer and hepatocellular carcinoma (Chen et al., 2019; Wang et al., 2024). PRR15, which was downregulated in siSHMT2 samples, is a negative regulator for the malignant progression and a clinical prognosis predictor of breast cancer by modulating the PI3K/Akt signaling (Guo et al., 2023). Interestingly, the downregulated gene CNBP by siSHMT2 can also control the tumor cell biology by regulating the expression of tumor-promoting genes by acting as a transcription factor (Lee et al., 2019). In summary, our results demonstrated that SHMT2 can modulate the phenotypes of HT-1376 cells probably by regulating the expression of these genes, which need to be further validated in BLCA.

Another important issue in this study was the globally dysregulated alternative splicing profile by siSHMT2 in HT-1376 cells, which has not been reported before. Among the RASEs, skipped exon was the dominant event. Alternative splicing is dysregulated during BLCA pathogenesis and development and can be novel biomarker for cancer diagnosis, prognosis, and treatment (Li et al., 2024; Montero-Hidalgo et al., 2023). Among the enriched pathways for RASGs, autophagy was outstanding and its modulation is associated with the development and treatment of BLCA (Li et al., 2019). Meanwhile, the enriched KEGG pathway endocytosis is an emerging feature of cancer and a pivotal pathway for regulating metastasis (Khan and Steeg, 2021), indicating that the AS regulation is a promising regulatory manner of SHMT2 in BLCA progression. At the same time, we only checked the AS profile and have not further explored the mechanisms and functions of the dysregulated AS profile, which we will conduct these issues in future studies.

Finally, we identified the differential metabolites in siSHMT2 samples, which reflects the dominant function of SHMT2. Besides the canonical purine metabolism by SHMT2 (Zeng et al., 2021), Among the top enriched metabolism pathways, the amino acid metabolism pathways were detected, including the degradation and biosynthesis of isoleucine, leucine and valine, which belong to the branched-chain amino acids (BCAAs). The metabolism of amino acids has been associated with cancer and can contribute to epigenetic regulation and immune responses linked to tumorigenesis and metastasis (Lieu et al., 2020). In bladder carcinogenesis, leucine and isoleucine have been evaluated their effects and tumor-promoting activity in rats (Gi and Wanibuchi, 2015). Meanwhile, the BCAAs can contribute to cancer progression probably by the modulation of the mTOR activity (Jung et al., 2021). However, previous studies have not investigated the influence of SHMT2 on BCAAs, indicating the novelty of this discovery. Some other pathways, including the Pantothenate and CoA biosynthesis and TCA cycle, have also been linked to the pathogenesis or development of cancers (Eniafe and Jiang, 2021; St Paul et al., 2021).

In conclusion, our study highlights the important regulatory functions of SHMT2 in BLCA HT-1376 cells, and identified the downstream targets and substrates of SHMT2 that may play important roles in the development of BLCA, yielding the novel regulatory manners of SHMT2. However, there are some shortages of this study. It should be better that molecular targets and regulatory mechanisms of SHMT2 are confirmed using other experimental methods, including rescue experiments, CRISPR knockout, pathway inhibition model, or spatial transcriptome technologies (Fan et al., 2025; Fan et al., 2024; Liu et al., 2023). Meanwhile, the RNA-seq and metabolomics may introduce potential biases, thus the results should be confirmed using other methods. And the validation experiments in multiple cell lines or animal models are encouraged to support the conclusions further extend the discoveries in this study. In summary, we propose that SHMT2 has important functions in BLCA by mediating the levels of multiple layer molecules, which can be served as potential therapeutic targets for BLCA in future.

## Data Availability

The datasets presented in this study can be found in online repositories. The raw sequencing data has been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE290189.

# Supplementary material for: SHMT2 modulates the transcriptome and metabolism profiles to promote the tumor phenotypes of bladder cancer HT-1376 cells
**Source:** Front Genet. 2025 Nov 20;16:1694089. doi: 10.3389/fgene.2025.1694089
**Supplement:** Supplementary file 3

**Table S1. Primer sequences for PCR experiment.**

| HNRNPR-F: | CCTCCAGATTACTACGGCTATG |
| --- | --- |
| HNRNPR-R: | TTCCTCCTCCTCTTCCTCTTAC |
| RAPH1-F: | CCTGTTAGCCGACATACATTGA |
| RAPH1-R: | AGCAGCCTCATCCATACTCA |
| PTMA-F: | GCGTTCTCTGTCCTACTTCTG |
| PTMA-R: | ACTGGAATGCTCGGAATAAGAT |
| CNBP-F: | AAGTCAACTGTTACCGCTGTG |
| CNBP-R: | TGCCTCTATCTGCCAACCTT |
| MDM2-F: | TGCCTCAGCCTTCCAAGTAA |
| MDM2-R: | GGTGCCTCACATCTGTAATCC |
| GAPDH-F | GGTCGGAGTCAACGGATTTG |
| GAPDH-R | GGAAGATGGTGATGGGATTTC |

# Supplementary material for: SHMT2 modulates the transcriptome and metabolism profiles to promote the tumor phenotypes of bladder cancer HT-1376 cells
**Source:** Front Genet. 2025 Nov 20;16:1694089. doi: 10.3389/fgene.2025.1694089
**Supplement:** Supplementary file 5

**Supplementary Figures**

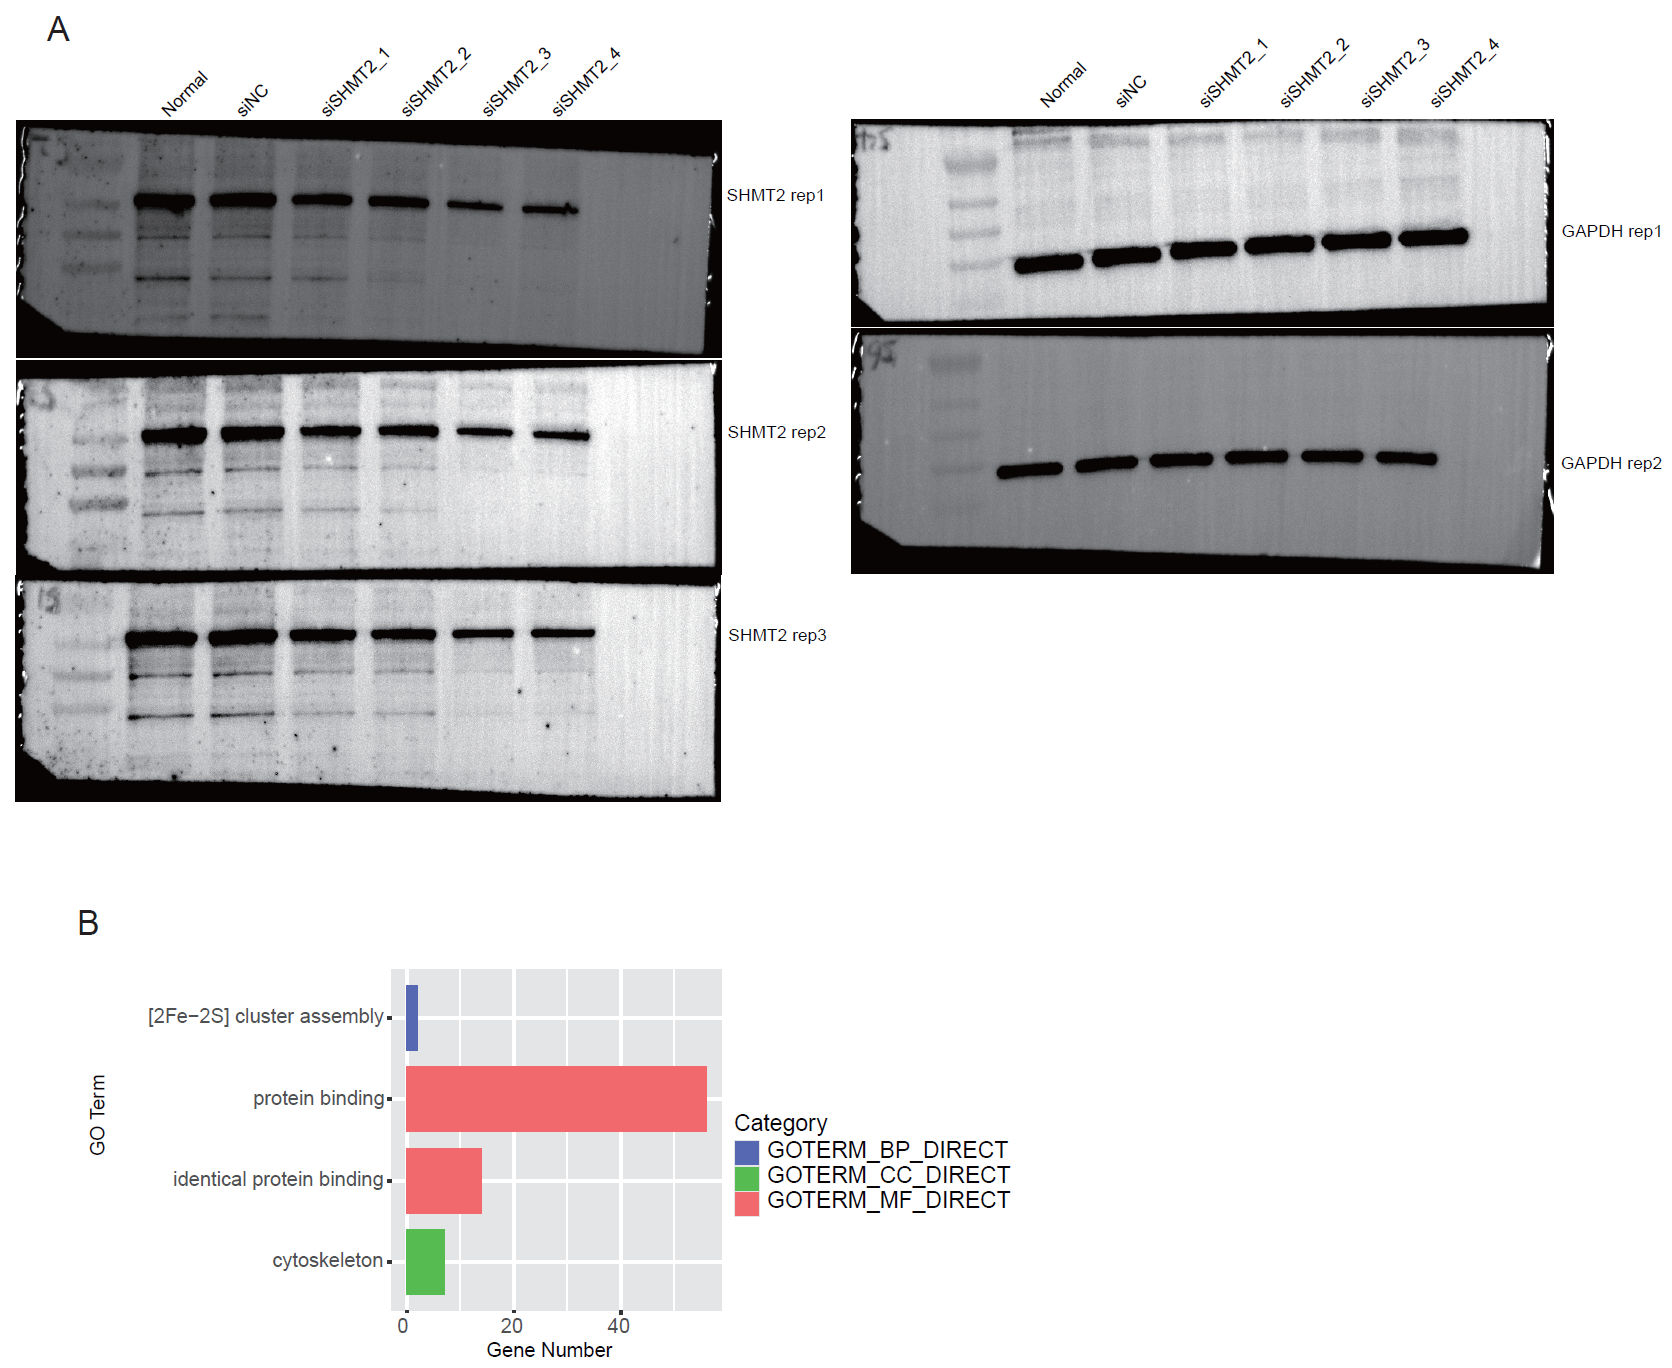

**Figure S1.** Functional analysis of dysregulated transcriptome profile by siSHMT2 in HT-1376 cells. **A.** Western blot result of siSHMT2 in HT-1376 cells. The raw gel plot was shown. **B.** Bar plot showing the GO pathways of DEGs.

**
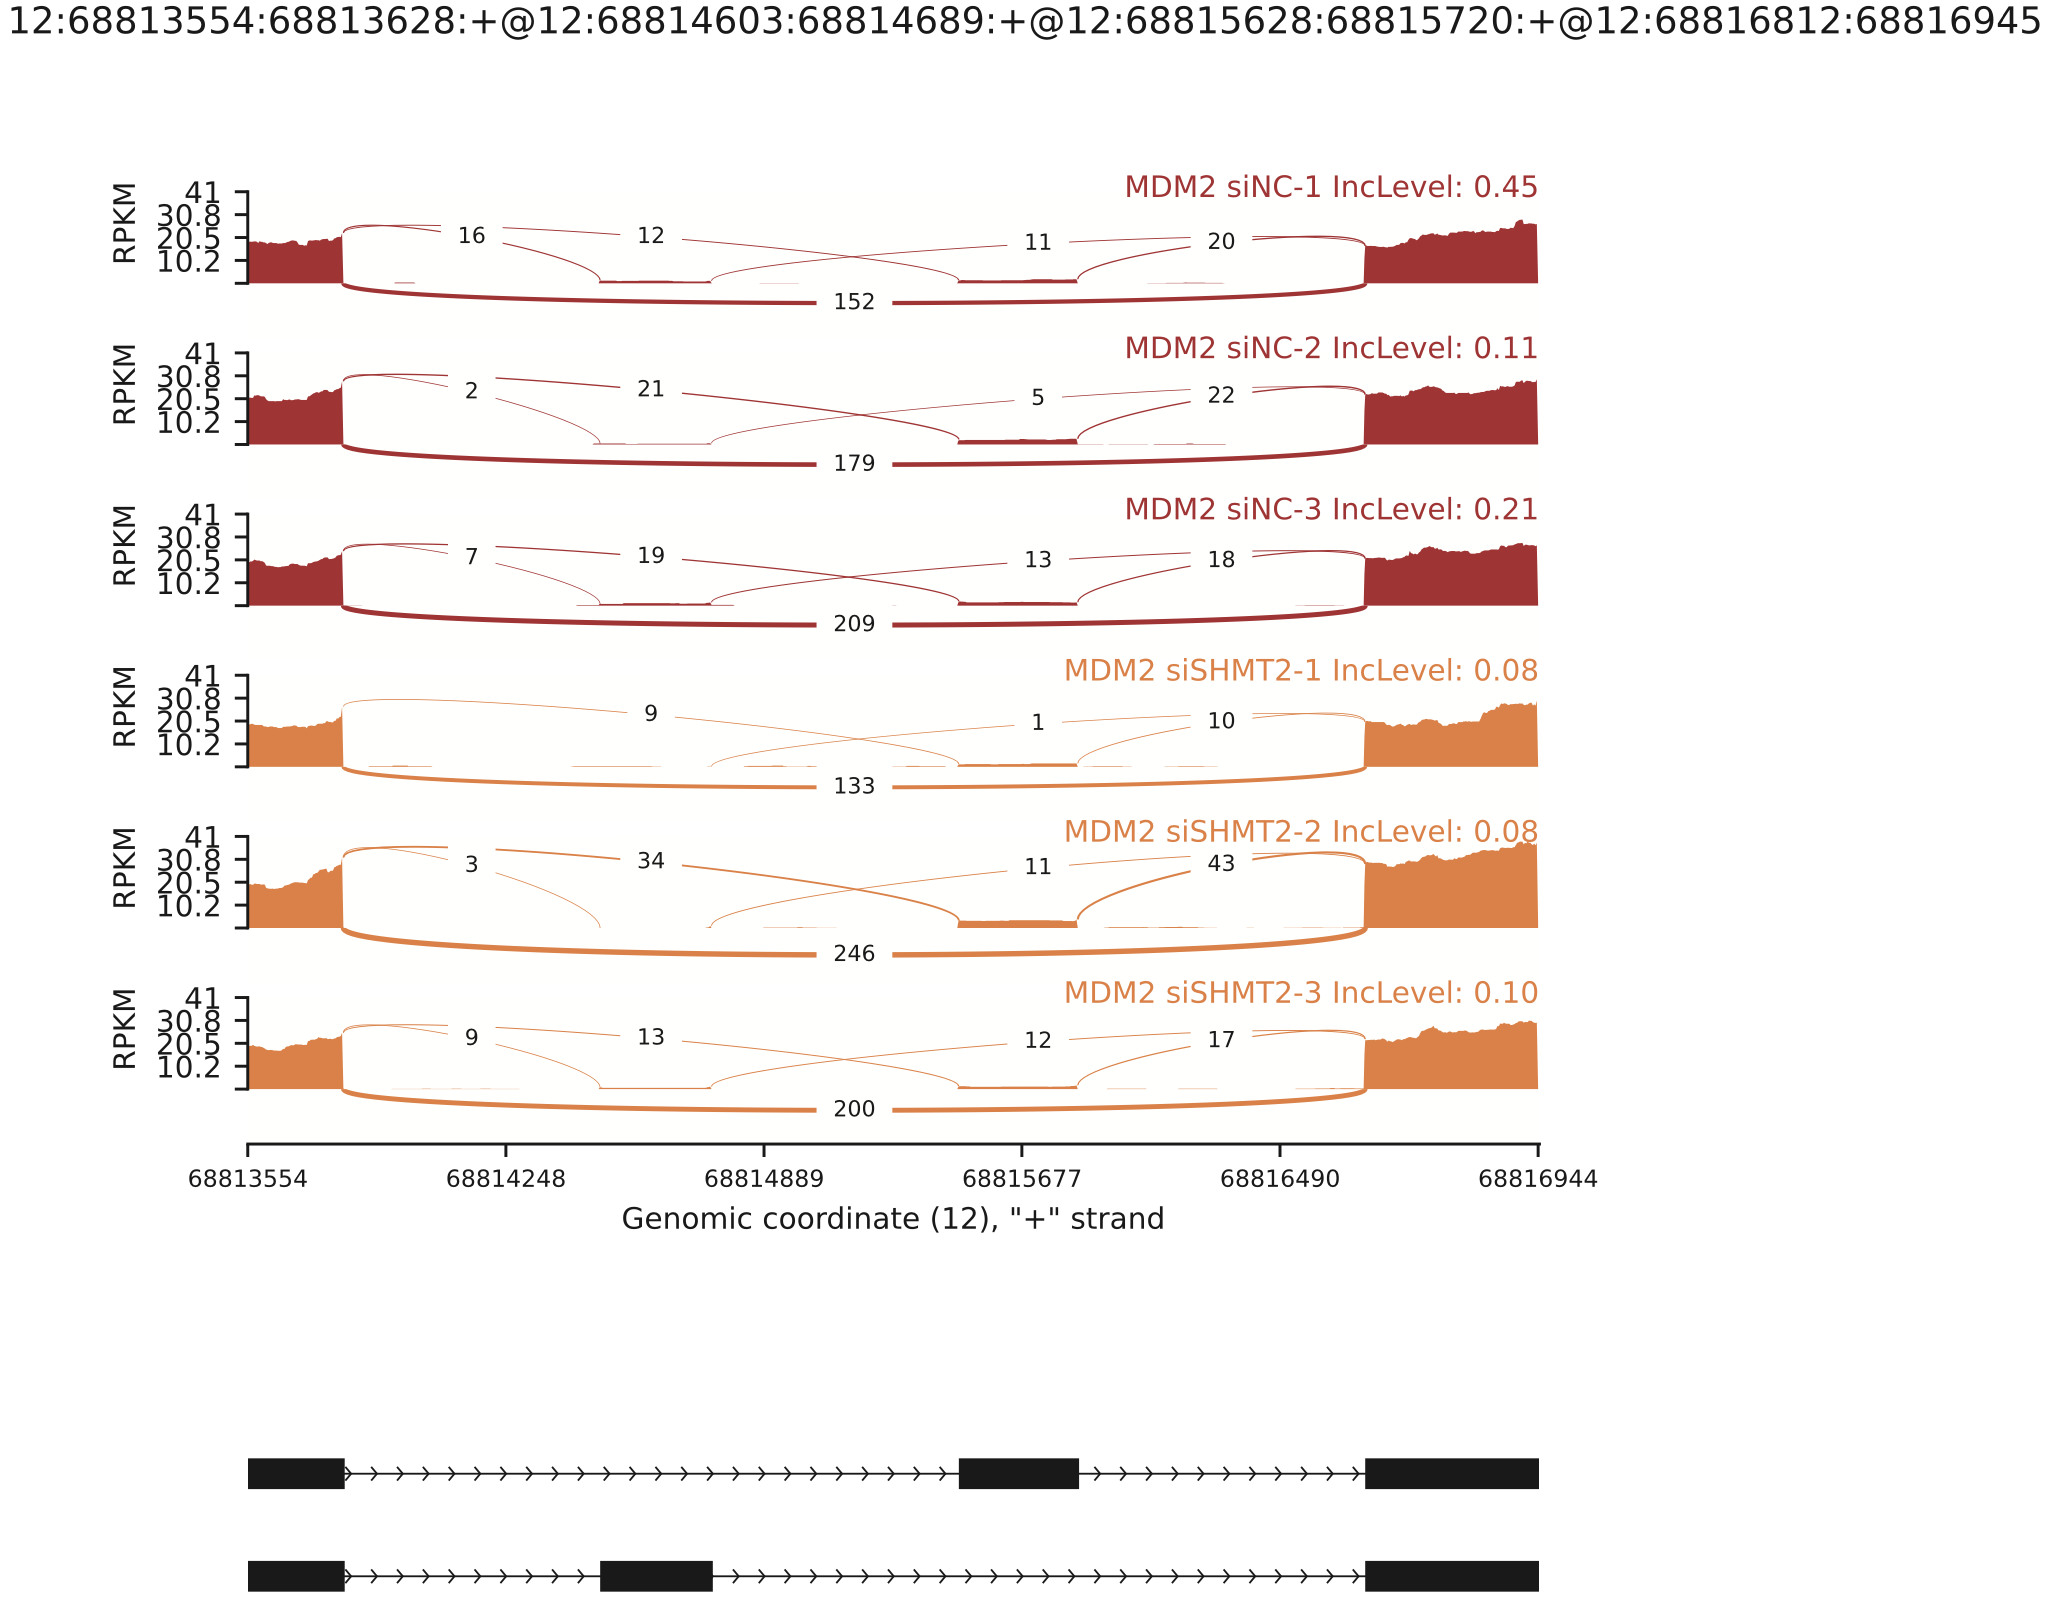
**

**Figure S2.** Reads density and splicing pattern plot for another SE event from MDM2 gene.

**
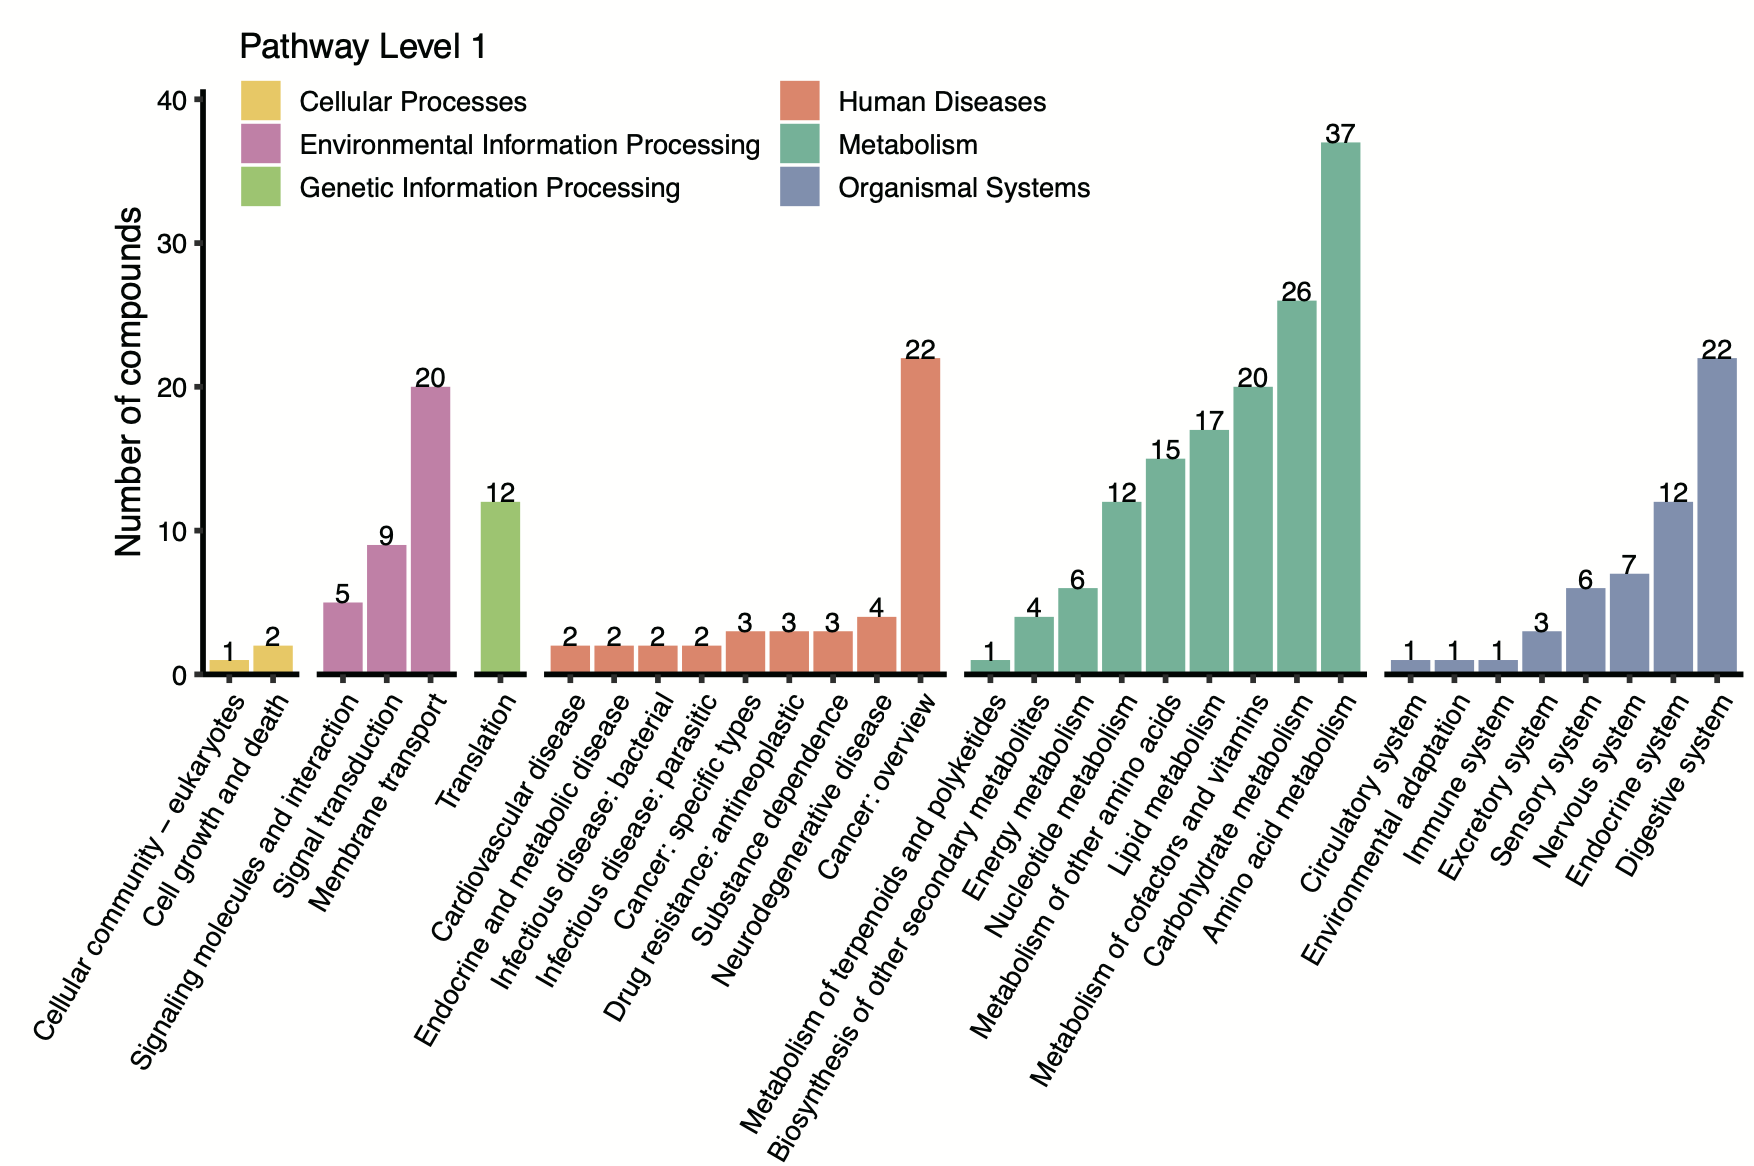
**

**Figure S3.** Bar plot showing the enriched KEGG pathways for all the detected metabolisms.

How the deposited data were processed for this re-analysis (not part of the article)

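RNA-seq libraries of HT-1376 cells, 3 transfected with siSHMT2 and 3 with siNC and all collected 24 h after transfection, were analysed from the deposited gene counts and FPKM values. The authors' steps before the counts were quality control, trimming with fastp and alignment to GRCh38 with HISAT2; the counting program, its strand setting and the annotation release are not named in the paper's text. The counts are whole numbers without normalization and the FPKM values are scaled by the listed gene length and by the summed counts of the library, with a largest relative difference of 5.1e-15 between the listed and the recomputed values. The counts are given for each library. The differences between replicates exceeded counting noise by a factor of 1.78 to 2.63 (chi-square per degree of freedom), more than random parts of the reads of a single library would give; variation between cultures and variation between library preparations were not separated.

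Gene positions, gene types, exons and 3′ UTRs came from GENCODE release 44, which holds 62666 of the 63241 listed genes. The other 575 genes were kept in the tests of expression and left out where a position was needed. The overlap of each gene with exons on the opposite strand was computed from the same annotation.

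Expression was compared between siSHMT2 and siNC in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the filterByExpr filter, quasi-likelihood test, no replicate block, two-sided) with Benjamini-Hochberg adjustment over the genes tested. DEGs were counted at a fold change over 1.5 with an adjusted p under 0.05, as in the paper's methods, at the same fold change with an unadjusted p under 0.05, as in the paper's results, and at a fold change over 2 with an unadjusted p under 0.05. FPKM values of single genes were compared by a two-sided exact permutation test, whose smallest p with 3 replicates against 3 is 0.1. Principal components and correlations used log2 CPM (counts scaled to the library total after TMM normalization) with a prior count of 2.

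The alternatives were DESeq2 1.42.0 on the same genes, RLE size factors, no normalization beyond library size, no filter on low counts, genes with at least 10 counts in every library, limma 3.58.1 on log2 FPKM with a pseudocount of 1 or 0.1, other inputs of the principal components, the replicate number as a block, and each library left out in turn. A pair of DESeq2 fits on all genes was added. The comparison was tested on simulated libraries: with no changed gene, 0 genes had an adjusted p under 0.05 in each of 20 simulations, and with changed genes 57.3% of 185 2-fold changes and 97.7% of 174 4-fold changes were recovered at an adjusted p under 0.05.

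The depth of a library was 533689 to 890574 counts. It limits the precision of genes with low counts: the median count of the tested genes was 25, and 4774 genes had at least 10 counts in every library.

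Genes were named by a rule: SHMT2, the genes of Figure 2H, MDM2 and GAPDH, then the genes with the smallest p in each direction with a fold change over 1.5 and groups that do not overlap, and any gene of a list with an adjusted p under 0.05 over its list alone; the result of this last part is not reported here. The 11 gene lists were tested with limma's camera function at an inter-gene correlation of 0.01: one-carbon and serine-glycine metabolism, de novo purine synthesis, BCAA degradation, TCA cycle, ATF4 and integrated stress response, mitochondrial-encoded genes, S phase, G2/M phase, p53 targets, interferon response and cholesterol synthesis. Genes with a 3′ UTR site for the seed of either siRNA, positions 2 to 8 of the guide strand, were compared with the other tested genes.

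The splicing events were not called again. The inclusion levels and junction reads are the paper's, from Table S4, whose first group was taken as siNC, as Figure 3F labels it and as the junction reads summed over events follow the depth of the libraries (115 to 119 per 100000 uniquely mapped reads, against 76.9 to 178 with the groups swapped). For 142 events the junction reads of a library could not be read and were left out of every result over events that uses them. For the MDM2 event alone, a read list held as a single number was split by its digits into the reads of the replicates. The RT-qPCR, Western blot, CCK8, flow cytometry, patient and metabolite results, the read distribution over transcripts and the GO and KEGG enrichment were not analysed here. Figures were drawn with matplotlib 3.10.9.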

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

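The alternatives were set before the data were examined, as were the tests of expression, the gene lists and the rule for naming genes; both DESeq2 fits on all genes were chosen after the data were seen.

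SHMT2 was lower in siSHMT2 in each of the 16 alternatives in which it was tested, with a log2 fold change from -2.58 to -1.31 and an adjusted p from 0.20 to 1.00. Both ends came from leaving out 1 library, siSHMT2 replicate 1 and siSHMT2 replicate 2. SHMT2, PRR15 and ENSG00000285847 could not be tested among the genes with at least 10 counts in every library. The genes of Figure 2H kept their direction throughout, with log2 fold changes from 0.99 to 1.48 for RAPH1, 1.31 to 1.87 for PRR15, 0.65 to 0.87 for TRAF3IP1, -0.40 to -0.30 for PTMA, -0.46 to -0.33 for HNRNPR and -0.89 to -0.46 for CNBP. The number of genes with an adjusted p under 0.05 and a fold change over 1.5 was 0 in every alternative with all 6 libraries and from 0 to 1 across the 6 fits that each left out 1 library. The 1 gene was CNBP without siSHMT2 replicate 3, with a log2 fold change of -0.89 and an adjusted p of 0.046, while over all alternatives its adjusted p ranged up to 1.00. The share of variance between the groups was 19.4% as reported, at most 19.7% in the alternatives with all 6 libraries and 23.4% to 27.6% with 1 library left out.

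The number of genes with an unadjusted p under 0.05 changed most. With a fold change over 1.5 it was 193 as reported, 80 with DESeq2 in place of edgeR, 607 without the filter on low counts, 114 among the genes with at least 10 counts in every library, 88 with DESeq2 on all genes, and 511, 458 and 693 with limma on FPKM values (pseudocount 1, pseudocount 0.1, and pseudocount 1 without a filter). With a fold change over 2 it was 58 as reported, 454 without the filter, 4 among the genes with at least 10 counts, 292, 321 and 452 with limma in the same order, and 222 with DESeq2 on all genes and the mean dispersion fit. The stricter filter tested 4774 genes and no filter 20836, against 7207. For the changes of test the cause was not tested. Across the 6 fits that each left out 1 library the numbers were from 232 to 309 genes and, over 2-fold, from 106 to 151, with the highest of both without siSHMT2 replicate 3 and the lowest over 2-fold without siSHMT2 replicate 1.

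Of the 232 genes in Table S3, 41 were tested as reported, 41 had the listed direction, 41 passed an unadjusted p of 0.05 with a fold change over 1.5 and 40 with a fold change over 2. Without the filter on low counts the numbers were 232, 232, 221 and 220, among the genes with at least 10 counts 5, 5, 5 and 4, with DESeq2 on all genes 232, 232, 70 and 70, and with the mean dispersion fit 232, 232, 222 and 222. With 1 library left out they were from 50 to 55, 50 to 55, 40 to 44 and 33 to 41. The adjusted p of these genes was over 0.05 in every alternative run for them.

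The groups were apart in 663 tested genes, 138 genes called at the unadjusted p and 41 tested genes of Table S3. The numbers were 1459, 350 and 222 without the filter and 429, 69 and 5 among the genes with at least 10 counts. With 1 library left out they were from 1408 to 1640 (18.5% to 21.2%), from 205 to 273 and from 50 to 53; 2 libraries against 3 put 20% of genes apart by chance. Of the RASEs, 682 had their levels apart, 332 among those with at least 10 and 220 among those with at least 20 junction reads in every library; these filters leave fewer events, and the shares were 51.5%, 57.6% and 59.0%.

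None of the 11 gene lists had an adjusted p under 0.05 as reported, under fry, or under camera with an estimated correlation. The list of mitochondrial-encoded genes alone passed with library size only (1 list, adjusted p 0.011), and 0 to 1 lists passed with 1 library left out: the mitochondrial-encoded genes without siNC replicate 2 (adjusted p 5.0e-07) and without siSHMT2 replicate 3 (0.014). Over all alternatives its adjusted p ranged up to 0.94. The mean log2 fold change of a list changed sign in 20 results of 8 lists, each with an adjusted p of at least 0.47. Among the genes with at least 10 counts it was 0.064 for BCAA degradation, -0.047 for p53 targets and -0.12 for interferon response. With 1 library left out it ranged from -0.16 to 0.0099 for S phase and from -0.10 to 0.053 for G2/M phase, with the positive values without siNC replicate 1, from -0.19 to 0.10 for one-carbon and serine-glycine metabolism, lowest without siSHMT2 replicate 2, from -0.056 to 0.054 for the TCA cycle and from -0.12 to 0.20 for interferon response, both lowest without siSHMT2 replicate 3, and from -0.023 to 0.075 for cholesterol synthesis, highest without siSHMT2 replicate 2. For BCAA degradation it ranged from -0.19 without siSHMT2 replicate 2 to -0.064 without siNC replicate 2, and for p53 targets from 0.026 without siNC replicate 3 to 0.21 without siNC replicate 1. The log2 fold change of GAPDH ranged from -0.13 without siSHMT2 replicate 2 to -0.031 without siSHMT2 replicate 3, and that of MDM2 from -0.67 without siSHMT2 replicate 3 to -0.14 without siSHMT2 replicate 1.

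The paper's text states no pairing of the RNA-seq libraries by replicate number. None was detected here, which does not exclude it. The correlation of the deviations from the group mean between replicates of the same number was -0.015, 0.048 and -0.012, within the range of the other pairs, -0.031 to 0.045, apart from the pair of the second replicates. With the replicate number as a block, 0 genes had an adjusted p under 0.05 (smallest 0.085, for PTMA), 187 genes passed the unadjusted p with a fold change over 1.5 and 62 with a fold change over 2, and 1 list passed, the mitochondrial-encoded genes (adjusted p 2.3e-04). The block turned the mean of G2/M phase to 0.0031 and that of cholesterol synthesis to 0.027.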

Differences from the paper's values

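Both DESeq2 fits on all genes were chosen only after the values were seen.

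With the criteria of the paper's methods, a fold change over 1.5 and an adjusted p under 0.05, 0 genes passed, 0 upregulated and 0 downregulated, against the paper's 232 DEGs with the paper's 126 upregulated and 106 downregulated; at an unadjusted p under 0.05 alone, 277 genes passed. None of the alternatives set before the data were examined closed the gap, and neither did either DESeq2 fit on all genes, which were chosen after seeing the values. The largest number was 1 gene, CNBP, without siSHMT2 replicate 3.

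With a fold change over 2, as all genes of the paper's Table S3 have, and an unadjusted p under 0.05, 58 genes passed, 31 upregulated and 27 downregulated, against the paper's 232, 126 and 106. Among the alternatives set before the data were examined, limma on log2 FPKM of genes with a mean FPKM of at least 1 gave 292 genes (153 and 139) with a pseudocount of 1 and 321 genes (165 and 156) with a pseudocount of 0.1, within 1.5 times the paper's numbers. Leaving out siNC replicate 1 brought the number of upregulated genes to 86, and leaving out siSHMT2 replicate 2 or 3 brought that of downregulated genes to 79 or 91, without closing the gap in the total. The other alternatives set before the data were examined did not close it. DESeq2 on all genes with the mean dispersion fit, chosen after seeing the values, gave 222 genes (121 and 101), of which 222 are in Table S3. DESeq2 on all genes with the default dispersion fit gave 73 genes, of which 70 are in Table S3.

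With the criteria of the paper's results section, a fold change over 1.5 and an unadjusted p under 0.05, 193 genes passed (98 and 95). These numbers lie within 1.5 times the paper's 232, 126 and 106, but only 41 of the 193 genes are listed in Table S3. Other alternatives set before the data were examined lay further away, with 80 genes (38 and 42) with DESeq2 in place of edgeR, 607 without the filter on low counts, 114 among the genes with at least 10 counts in every library, and 511, 458 and 693 with limma on FPKM values, as did DESeq2 on all genes with the default dispersion fit, chosen after seeing the values, with 88. Without siSHMT2 replicate 3 the downregulated genes alone lay further away, with 172. Leaving out siNC replicate 3 gave 232 genes (126 and 106), the same numbers as the paper's, but 44 genes of Table S3 are among them. DESeq2 on all genes with the mean dispersion fit, chosen after seeing the values, gave 242 genes.

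The paper's discussion gives PRR15 as downregulated in siSHMT2; here its log2 fold change was 1.54, and the paper's Table S3 lists it at 1.55. The paper presents PTMA and HNRNPR among its top DEGs, and here their fold changes were 1.28 and 1.30, below the fold change of 1.5 that the paper sets, in every alternative tried. The paper also reports significant RT-qPCR changes of PTMA, HNRNPR, RAPH1 and CNBP that match its RNA-seq. Those measurements were not analysed here. PTMA, HNRNPR, TRAF3IP1 and CNBP are not in Table S3. Of these, CNBP and TRAF3IP1 had fold changes of 1.54 and 1.69. The log2 fold change of CNBP was -0.46 without siSHMT2 replicate 1 and -0.56 without siSHMT2 replicate 2 or siNC replicate 3. These fits put CNBP below a fold change of 1.5, and the other alternatives put it above.

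The paper gives 610 RASEs as included and 714 as excluded, and its text does not say in which group. By the inclusion levels in its Table S4, whose listed difference is siNC minus siSHMT2, 610 events have the higher inclusion in siNC and 714 in siSHMT2; whether these are the events the paper counts as included and excluded is not stated. The paper places 2 RASEs in MDM2, and its Table S4 holds 1.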

Other observations

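The tests of the junction reads against the gene counts, of simulated fold changes, and of the other splits for the genes counted with edgeR and for the gene lists were chosen only after the result was seen.

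The counts of a library sum to between 2.50% and 2.73% of the uniquely mapped reads in the paper's Table S2. The ratio of gene count to junction reads was compared among genes with an event in Table S4. The median ratio was 0.353 in 275 genes whose exons overlap by at least 100 bases with exons on the opposite strand. It was 0.164 in 339 genes without such an overlap, a ratio of 2.15 between the medians (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The ratio also depends on gene length and on the event, which were not matched between these genes. The difference therefore cannot decide whether a random part of the reads was counted. In 71.7% of 1182 events the junction reads of the single event exceeded the count of the whole gene, which argues against counts that hold all the reads of the spliced transcripts. A candidate explanation is that the reads of these strand-specific libraries were counted on the strand opposite to their gene. It predicts more counts on antisense genes than on the protein-coding genes they overlap, and the lncRNA gene held more in 60.2% of 976 pairs (at most 61.3% and the majority of pairs in each of the 6 libraries), with a median ratio of 5.77 in counts per base. Pairs in which either gene had under 20 counts in total were left out, so neither value covers all overlapping pairs. TALAM1, antisense to MALAT1, held 138110 counts against 1916, TUBA1B-AS1 held 100834 against 1488 for TUBA1B, PCBP1-AS1 held 25679 against 568 for PCBP1, and BEST1 held 61893 against 1104 for FTH1 on its opposite strand. In the mitochondrial genome MT-ND6, the protein-coding gene of the light-strand transcript, held 98918 counts in total, more than 11 of the 12 protein-coding genes of the heavy-strand transcript in every library. These antisense pairs were picked after their values were seen. The same pattern appears in siNC and siSHMT2, so no biological explanation was tested. The aligned reads, which would decide it, were not analysed here. If the explanation holds, the count of a gene may stem largely from transcripts of the other strand, and fold changes of genes with an opposite-strand overlap would not describe the gene by whose name they are listed.

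Of the 229 genes of Table S3 found in the annotation, 86 (37.6%) have an opposite-strand overlap of at least 100 bases, against 51.5% of the tested genes. These sets are unlike, since the filter on low counts kept 41 of the 232 listed genes. Nuclear protein-coding genes with such an overlap had 42.3 counts per kb, against 12.9 for those without any overlap. The shares therefore do not show that the list is less affected by the strand of counting. The list holds 137 protein-coding and 69 lncRNA genes.

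No gene had an adjusted p under 0.05 with a fold change over 1.5, while 277 had an unadjusted p under 0.05. With 3 replicates against 3 there are 10 splits of the libraries, so the share of splits with a result as large can never be under 0.1, and the result of siSHMT2 vs. siNC cannot be told apart from that of a random split on this ground. With 0 genes at the adjusted p in the real split, 10 of the 10 splits give as many by construction, which tests nothing; the split that puts siSHMT2 replicate 3 with siNC replicates 1 and 2 gave 2. At an unadjusted p with a fold change over 1.5, 10 of the 10 splits gave at least 193 genes, and with a fold change over 2, 10 of the 10 gave at least 58, so the real split gave the smallest number in both, with 194 to 289 and 60 to 85 in the other splits. The groups were apart in at least as many tested genes in 9 of the 10 splits. With DESeq2 on all genes and the mean dispersion fit, the setting whose 222 genes are all in Table S3, 2 of the 10 splits gave at least as many genes over 2-fold, with 180 to 232 in the other splits. Of 185 simulated 2-fold changes at this depth, 57.3% were recovered at an adjusted p under 0.05, and 100% of those over 100 CPM. That simulation changed many genes at once, which eases the adjustment, and gave genes of like expression the same dispersion. The count of 0 therefore argues against 2-fold changes in many genes with high counts, and a lack of power for other changes is not excluded. SHMT2, the target of the siRNA, had a log2 fold change of -1.78 and was itself not called (adjusted p 0.93, edgeR's quasi-likelihood test). Changes in a few genes, changes below 2-fold and changes in genes with few counts stay open.

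In the 11 gene lists, 196 genes were tested; 10 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over all genes tested. None of the lists had an adjusted p under 0.05 under camera, with an unadjusted p under 0.05 for mitochondrial-encoded genes and de novo purine synthesis, and with 0 lists in the real split, 10 of the 10 splits give as many by construction, which tests nothing. The mean log2 fold changes were 0.055 for mitochondrial-encoded genes (adjusted p 0.18), 0.17 for de novo purine synthesis (adjusted p 0.18), -0.15 for ATF4 and integrated stress response (0.38), -0.07 for S phase, -0.02 for G2/M phase, 0.02 for the TCA cycle, 0.10 for p53 targets, -0.0069 for cholesterol synthesis (each 0.85), -0.10 for BCAA degradation (0.87), 0.05 for interferon response (0.88) and 0.01 for one-carbon and serine-glycine metabolism (0.92). The first 3 kept their sign in every alternative tried. With 1 library left out the mean ranged from 0.0084 without siSHMT2 replicate 2 to 0.10 without siNC replicate 2 for the mitochondrial-encoded genes, up to 0.26 without siSHMT2 replicate 1 for de novo purine synthesis, and up to -0.071 without siNC replicate 2 for ATF4 and integrated stress response. The adjusted p of the mitochondrial-encoded genes was 5.0e-07 without siNC replicate 2 and 0.014 without siSHMT2 replicate 3, in a range from 5.0e-07 to 0.94 over all alternatives, and no list passed under fry or an estimated correlation. In a simulated test a list of 46 tested genes moved by 0.5 on the log2 scale was called and 0 other lists were; the lists here have 8 to 44 tested genes and means of at most 0.17 in size, and the power for such lists was not simulated. The paper reports purine and BCAA pathways from metabolites; the genes of these lists gave no call here.

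Outside SHMT2 and the genes of Figure 2H, genes with a fold change over 1.5 and groups that do not overlap were ranked by p. The upregulated gene with the smallest p was ENSG00000285847, a lncRNA gene, with a log2 fold change of 1.71 (standard error 0.45). The downregulated gene with the smallest p was CAPNS1, with -0.88 (standard error 0.26). Both had an adjusted p of 0.93 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's Table S3 lists ENSG00000285847, at a log2 fold change of 1.75, and does not list CAPNS1. The log2 fold change of each kept its sign in every alternative in which it was tested, and the groups were apart in both.

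The siSHMT2 guide strand pairs with the 3′ UTR site TGCCGTG through its positions 2 to 8. The 522 tested genes with this site had a median log2 fold change 0.06 below that of the 5534 other genes (difference -0.06), and -0.10 for the 116 genes with the 8-base site. Of the 210 sites with the same base composition, 1.43% gave a lower difference, and of the 150 of these sites that hold a CpG, 2.0% did, which argues against the CpG content of the site as the source. The difference kept its sign in every alternative tried. It was smallest in size among the genes with at least 10 counts in every library, at -0.03, and 2.86% of the sites lay lower. Without siNC replicate 1 it was -0.04 and 7.14% of the sites lay lower, and without siSHMT2 replicate 3 it was -0.04 and 3.81% did. This is consistent with weak off-target silencing through the seed of the siSHMT2 guide strand, as a hypothesis. In 1 of the 10 splits, the real one, the difference was as large, which cannot be told apart from a random split with 3 libraries against 3. For the siNC guide strand, with the site TGTCACG in 340 genes, the difference was 0.03, in the direction off-target silencing in siNC would give, and 94.1% of the sites of the same composition lay lower, with 1 of the 10 splits as large. For the 90 genes with the 8-base siNC site the difference was 0.0031. For the site TGTCACG it was 0.0036 without siNC replicate 1, and 52.7% lay lower. Without siNC replicate 2 it was 0.044 and 96.5% did, and without siNC replicate 3 it was 0.030 and 91.1% did. Without siSHMT2 replicate 1, 2 or 3 it was 0.017, 0.016 or 0.015. Off-target silencing by siNC therefore cannot be told apart from the spread of other sites. Opposite-strand counts, if they apply, would blur both differences, since the sites were taken from the listed gene's own strand.

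On the first principal component siSHMT2 replicate 1 stands apart, with a gap to the nearest library of 75.1% of the whole range. It is also the library with the lowest total, 533689 counts. After thinning every library to that total, the gap fell to a median of 15.8% over 20 draws (1.79% to 34.5%), but the library still lay outside the range of the others in 20 of the 20 draws. This is consistent with the lower total count of that library as the source of most of the gap, and leaves open whether it accounts for all of it. It was not set against a biological explanation, since the replicates of a group share their treatment.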
